A study of Schizosaccharomyces pombe with 4 samples. Its data were reported in "CDK activity provides temporal and quantitative cues for organizing genome duplication" (2018).

How the data were processed

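Cdc45 binding was measured by ChIP-chip in the G2B and G1+15 groups, with 2 arrays each. On every array the immunoprecipitate was labelled with Cy3 and its input with Cy5, per the labels. The methods of the paper describe the replicates as biological repeats, while the labels do not say whether they came from separate cultures. Some label fields carry wording of an RNA protocol and give the stage as G2 for every sample; the groups were taken from the sample titles.

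The deposited files hold processed signals in units of intensity for each channel, background-subtracted, spatially detrended and scaled by a linear dye factor by Agilent Feature Extraction (version 10.7.3.1, per the file headers and the submitters' processing notes). They also hold, per the file headers, the median intensity of each spot and of its local background, and other columns with flags of 0 or 1 for outlier, saturated and well-above-background spots. A deposited column gives the log10 of Cy5 over Cy3 signal. It was used only to check direction and arithmetic, and matched the processed signals to within 0.001 at 42697, 42601, 42236 and 42674 of 42707 probes in G2B replicates 1 and 2 and G1+15 replicates 1 and 2. No normalization between arrays had been applied.

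Control spots were removed and spots with an outlier flag in either channel (64, 62, 42 and 243 per array, in the same order) were set to missing. The log2(IP/input) was taken from the processed signals and centred on the median of the 42641 nuclear probes of the array. Medians before centring were -0.02, -0.02, -0.23 and -0.09. Median IP intensity was 1998, 461.5, 441 and 642, and median input intensity 2044, 767.5, 811 and 1340. The SD of differences between neighbouring probes was 0.28, 0.48, 0.60 and 0.41. Across probes, which are not independent replicates, the correlation of log2 ratios was 0.52 between the G2B arrays, 0.82 between the G1+15 arrays and 0.54 to 0.71 between groups. The number of arrays limits the precision.

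Probe positions are those of the build that the file headers name as Spombe:NCBI:Feb2002. Gene annotation and sequence came from the ASM294v3 reference. No coordinates were converted. Windows of 1000 probes were checked for a shift between the builds, up to 20000 bp, by correlating the log2 input signal of probes with the G+C content of their place in the reference. Shifts were within 100 bp except on chromosome I beyond the centromere, where the best match lay about 6.1 kb away. Annotation was therefore used on chromosomes II and III and on chromosome I up to 3.5 Mb, which holds 35683 probes (83.7%).

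Sites were local maxima of the mean profile of the 4 arrays after 10 rounds of a 5-probe moving mean, at least 5 kb apart and above the height (0.81) at which minima mirrored about the median numbered at most 5% of maxima. The level of a site on an array was the highest log2(IP/input) among the 7 probes within 3 probes of the summit. Windows were runs of 1000 probes, with a last run of under 500 joined to the previous one, and were kept with at least 2 sites. Genes were represented by the mean of at least 2 probes in the gene body. Some IP probes of a gene were not well above background on either array of a group. For these genes a bounded fold was computed, with such probes set to the lowest well-above-background signal of the array, or to their own signal if higher. Probes dim on a single array kept their own signal, so the fold is a lower bound only where none were.

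Groups were compared with limma (version 3.58.1), with p-values adjusted by the Benjamini-Hochberg method over sites, windows or genes and a threshold of 0.05. All tests were two-sided. Single values were compared by exact permutation, for which the smallest p with 2 arrays against 2 is 0.333. Intervals on the regional spread and the slope came from 10000 bootstrap draws of windows, and that on the width of the signal from 1000 draws of sites. All these draws kept the same 4 arrays, so the intervals leave out variation between arrays. The 8 classes of sites and 10 gene lists (deleted cyclin genes, histones, MBF targets, M/G1 genes, glycolysis, translation factors, heat shock, membrane or secreted proteins, ribosomal proteins and tRNA genes) were fixed beforehand. For the classes by level only the rule was fixed, since their members came from the mean level of the same arrays. The classes, and the 8 lists with at least 2 testable genes, were tested with camera at a preset correlation of 0.01 and at an estimated one, and with fry. Slide was used as a block, which equals a comparison within slide 2, where the G2B arm is a single array and the spread is that of the G1+15 arrays. Sites named in the text were the 8 of highest mean level and the 8 with the largest passing rise or fall (none fell), with the 5 windows of largest rise, the 5 of smallest rise since none fell, the 3 origins of the methods, the 5 genes with the largest passing rise and the 5 with the largest fall, and members of lists of up to 10 genes. Other genes, of the longer lists and beside sites, were picked for description after their values were seen.

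Alternatives fixed before the data were examined were normexp background correction with an offset of 50, loess within arrays with a span of 0.3, quantile normalization, scaling by the median absolute deviation, a filter on input signal, keeping outlier spots, other site lists and site levels, windows of 500 and 2000 probes, a linear scale, at least 1 or 4 probes per gene, replicate and slide blocks, and leaving out each array. Alternatives chosen after seeing the data were no centring, centring on the lowest decile of each array, a filter on both channels, a crossed replicate block, lists of sites called in both groups or in either, and the site list without the site in a deleted gene. A list of 868 intergenic regions with at least 72% A+T over 500 bp, chosen without the arrays, served as another site list. Normexp was applied to median spot signals, since the files hold no mean spot signals.

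The limma tests were tested on simulated data with known changes. The simulated arrays shared a mean profile with independent noise at each probe, and no array-wide shift, scaling or slide effect. The real arrays differ in scale, so the rates below need not hold for them. Of 25 sites changed by 2 in log2 in either direction, 25 were called. Of 25 changed by 1, 15 were called when raised and 12 when lowered, and 4 of 209 unchanged sites were called. For genes, 50 of 50 were called at a change of 2 in either direction, 21 of 50 when raised by 1, 24 of 50 when lowered by 1, and 0 of 7407 unchanged genes were called by limma. True ratios of regional spread of 1, 0.7 and 0.4 were estimated as 1.06 (0.965 to 1.21), 0.651 (0.548 to 0.766) and 0.339 (0.225 to 0.448). Analyses ran in R 4.3.3 with the data.table package (1.17.8) and in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9. Mitochondrial probes (66) and tRNA genes, none of which held enough probes, are not analysed here.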

Results

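Cdc45, a helicase component loaded onto origins shortly before they fire, was mapped in fission yeast by chromatin immunoprecipitation read out on tiling microarrays (ChIP-chip). The strain, JW1241, expresses GFP-tagged Cdc45, runs its cell cycle on a single fusion of cyclin Cdc13 to an analog-sensitive Cdc2, and lacks the cyclin genes cig1, cig2 and puc1. Cultures grown at 32°C were held in G2 for 2 h and 45 min with 1 μM of the kinase inhibitor 3-MBPP1. In the G2B group, cells were then released and passed through a normal G1. In the G1+15 group, 2 μM inhibitor was added 16 min after that release and left for 30 min, which lengthened G1 by 15 min. Each group held 2 arrays, 4 in all, and each array compared immunoprecipitated DNA (IP) with its input over 42707 probes at a median spacing of 254 to 268 bp. Input signal was well above background at 99.8 to 99.9% of probes. IP signal was well above background at 42686 and 32134 probes in G2B replicates 1 and 2, and at 20758 and 37399 in G1+15 replicates 1 and 2. G2B replicate 1 was on a slide of its own and the other 3 arrays shared slide 2, so values within slide 2 are given beside the pooled ones. The number of arrays limits the precision throughout.

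The 3 cyclin genes deleted in this strain served as a check of the labels. Probes inside cig1, cig2 and puc1 had a median input signal within the lowest 0.0586% of all probes on each of the 4 arrays. At puc1, where at most 1 of 3 probes had input well above background on an array, the input was at least 7.61-fold below the median of each array.

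Cdc45 signal peaked at 309 called sites, found in the mean profile of the 4 arrays without regard to group. Chromosome I held 131 of them, chromosome II 105 and chromosome III 73, with a median spacing of 29.2 kb. The mean level of a site, the highest log2(IP/input) within 3 probes of its summit, ran from 1.10 to 3.93 with a median of 2.55, and IP signal at the summit was well above background on all 4 arrays for 283 sites. Of the 246 sites in the part of the genome where gene positions could be used, 203 (82.5%) lay between protein-coding genes, against 21.9% of all 35683 probes there. Another 25 lay in untranslated regions or introns and 18 in coding sequence. The A+T content within 500 bp was 71.1 ± 4.80% at these sites (SD, n = 246) and 63.9 ± 4.68% over all probes. None of 10000 random draws of as many probes exceeded 65.0% A+T or a 32.1% share between genes.

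The sites with the highest mean level were spread over the 3 chromosomes. On chromosome III they were the site at 574814–574873 between asp1, an inositol pyrophosphate kinase gene, and utp21 (3.59 ± 0.38 in G2B and 3.73 ± 0.15 in G1+15, SD, n = 2), the site at 854095–854154 between the autophagy kinase gene atg1 and sec59 (3.40 ± 0.46 and 3.86 ± 0.36), the site at 1410078–1410137 in an untranslated region or intron of SPCC622.07 and next to the histone H2A gene hta1 (3.67 ± 0.47 and 3.99 ± 0.25), and the site at 1689107–1689166 beside the translation elongation factor gene tef3 (3.45 ± 0.33 and 3.80 ± 0.21). Chromosome II had strong sites at 519894–519953 beside rlp1 (3.49 ± 0.40 and 3.63 ± 0.96) and at 569930–569989 between tre1 and def1 (3.46 ± 0.20 and 3.69 ± 0.22). Chromosome I had one at 3988521–3988580 (3.86 ± 0.46 and 3.95 ± 0.22). None of these 7 sites passed the limma test between groups (lowest adjusted p = 0.187), and at each of them the arrays of the groups overlapped. The highest mean of all, 3.93 at 2711688–2711747 on chromosome I, lies in the deleted cig2, where neither channel gives a usable ratio: IP signal there was well above background on 0 of the 4 arrays.

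**Figure D1:**
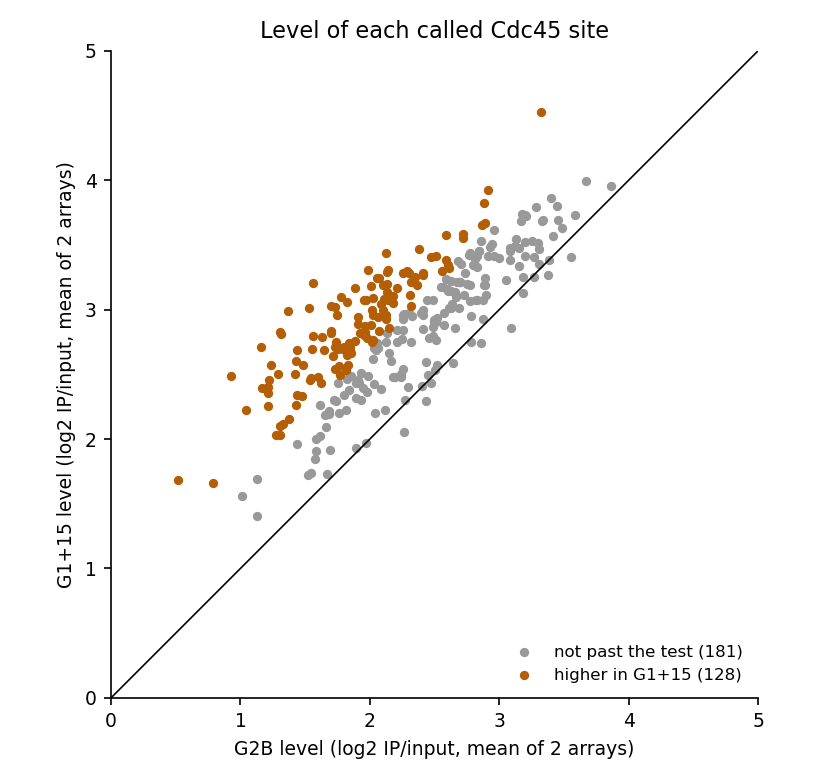
Level of each called site in G1+15 (vertical axis, log2 IP/input) against G2B (horizontal axis), each point the mean of 2 arrays, with the line of equal level drawn. The 128 orange sites passed the limma test as higher in G1+15, and lie toward the weaker end of the G2B scale.

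The study asked whether lengthening G1 redistributes Cdc45 between origins. The mean site level was 2.10 and 2.41 in G2B replicates 1 and 2, and 2.98 and 2.80 in G1+15 replicates 1 and 2, a mean difference of 0.64 over the 309 sites, the site in the deleted cig2 included. Without that site, a choice made after seeing the data, 136 of 308 were higher. In limma, 128 sites were higher in G1+15 and 0 lower (157 and 0 at unadjusted p under 0.05), but 0 were higher with normexp, loess, quantile normalization or centring on the lowest decile, and 8 over probes well above background in both channels. The mean change over sites was -0.46 with normexp, 0.09 with loess, -0.014 with quantile normalization and 1.08 with the lowest-decile centring. Division of each array by its own median absolute deviation (0.38 and 0.56 in G2B, 0.96 and 1.10 in G1+15), which shrinks the G1+15 arrays most by construction, gave a mean change of -1.56 with 0 sites higher and 187 lower. At 239 sites both G1+15 arrays lay above both G2B arrays, and at 0 sites below. For any given site, chance separates the arrays of the groups with a probability of 33.3%. The sites share the same arrays and are not independent replicates, so the count of 239 cannot be weighed against that chance. The mean site levels of the arrays already separate by group, and an array-wide difference would separate many sites together. Within slide 2 the mean change was 0.48, with 59 sites higher and 0 lower (98 and 0 unadjusted); the G2B arm there is a single array, so the spread comes from the G1+15 arrays alone. The count was 54 without G2B replicate 1, 0 without G1+15 replicate 1 and 3 without G1+15 replicate 2.

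The 8 sites with the largest rise were weak in G2B. The first was the site at 2719566–2719624 on chromosome I between pmc1 and vma5, genes of a vacuolar calcium pump and a vacuolar ATPase subunit (1.56 ± 0.22 in G2B and 3.20 ± 0.04 in G1+15, a change of 1.64, limma adjusted p = 2.1e-05). Next came the site at 1027121–1027180 between fap2 and ssd2 on chromosome I (1.37 ± 0.26 to 2.99 ± 0.07, change 1.62, adjusted p = 2.1e-05). The site at 3720545–3720604 on chromosome II lies between mcm7, which encodes an MCM helicase subunit, and suc22, which encodes a subunit of ribonucleotide reductase (1.31 ± 0.20 to 2.81 ± 0.09, change 1.5). The other 5 were the origin oriJW1088, the sites at 1665316–1665375 beside msc1 (1.56), at 4408813–4408872 on chromosome I (1.48) and at 1275785–1275844 in rpl3703, a ribosomal protein gene (1.34), and the site at 3236480–3236539 between lcl3 and mrps26 on chromosome II (1.52). At all 8 the arrays of the groups did not overlap, and all 8 passed within slide 2 (adjusted p up to 0.010). Relative to the mean of all sites the 8, chosen for their rise, gained 0.70 to 1.00. After scaling by the median absolute deviation, which moved that mean below 0, the changes at the sites of pmc1, fap2, mcm7, rpl3703 and chromosome I 4408813 were -0.29, -0.022, -0.073, -0.089 and -0.32.

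Site levels kept their broad order between groups. Across sites, which are not independent replicates, the correlation was 0.84 between the G2B arrays, 0.82 between the G1+15 arrays and 0.68 to 0.77 between arrays of different groups. Called in each group alone, at a height cut of 0.56 in G2B and 1.26 in G1+15, there were 308 sites in G2B and 261 in G1+15. Of these, 227 G2B sites (73.7%) and 226 G1+15 sites (86.6%) had a partner within 5 kb in the other list. The 81 sites called only in G2B had a mean level of 1.76 in G2B and 2.21 in G1+15, and the 35 called only in G1+15 had 1.43 and 2.63. The cut was higher in G1+15, so a call in G2B alone does not mark a loss of signal there. With the normexp background correction 15 sites were shared.

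Regional profiles were built from the mean site level in windows of 1000 probes, 42 windows in all. The largest rises were in chromosome I at 2.05–2.33 Mb (1.70 ± 0.30 in G2B and 2.88 ± 0.21 in G1+15, change 1.18, limma adjusted p = 1.1e-05), in chromosome II at 2.96–3.25 Mb (1.84 ± 0.37 to 2.97 ± 0.46, change 1.13) and 3.54–3.82 Mb (change 1.09), and in chromosome I at 2.62–2.90 Mb (change 1.05, and 1.01 without its site in the deleted cig2) and 0.32–0.60 Mb (change 1.02). The smallest changes were in chromosome III, at 1.5–1.77 Mb (2.83 ± 0.13 to 3.14 ± 0.22, change 0.31, adjusted p = 0.14), 0.32–0.60 Mb (0.32) and 1.22–1.5 Mb (0.34), followed by chromosome II at 1.19–1.48 Mb (0.37) and chromosome I at 5.28–5.57 Mb (0.39). In limma 32 windows were higher in G1+15 and 0 lower (34 and 0 unadjusted), and 22 and 0 within slide 2, while scaling by the median absolute deviation gave 0 higher and 36 lower. With normexp, loess or centring on the lowest decile 0 windows were higher, with both channels above background 1, and with quantile normalization 3. Normexp turned the changes at chromosome I 2.05–2.33, II 3.54–3.82, I 2.62–2.90 and I 0.32–0.60 Mb to -0.13, -0.67, -0.37 and -0.26. Set against the mean of all windows, the 5 windows with the largest rise gained 0.34 to 0.49 and the 5 with the smallest changes lay at -0.37 to -0.29. No window was higher without G1+15 replicate 1.

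**Figure D2:**
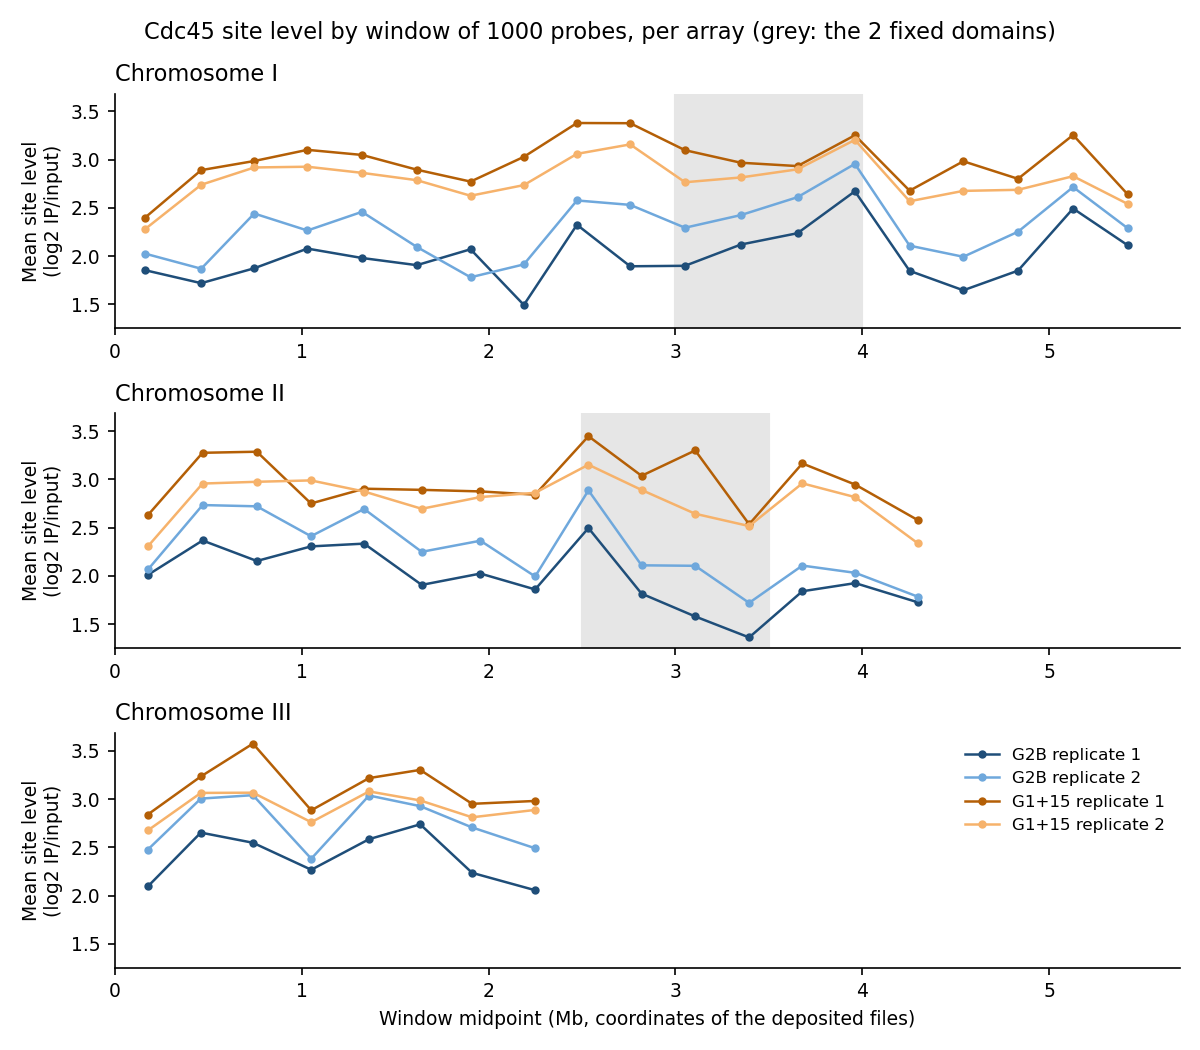
Mean site level (vertical axis, log2 IP/input) in windows of 1000 probes along the 3 chromosomes (horizontal axis, Mb), with a line for each of the 4 arrays and the 2 fixed domains in grey. The G2B lines dip in chromosome II beyond 2.5 Mb, where the G1+15 lines dip less, and the lines of the groups come closest on chromosome III.

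The spread between regions was then compared. The SD of the window means was 0.33 and 0.37 in G2B and 0.26 and 0.22 in G1+15, so both G1+15 arrays were more even than both G2B arrays (exact two-sided permutation p = 0.333, the smallest that 2 arrays against 2 allow). The SD shared by replicates was 0.33 in G2B and 0.22 in G1+15, a ratio of 0.667 (95% bootstrap interval over windows 0.499 to 0.860). Within slide 2 the mean SD of G1+15 was 0.655 times that of G2B replicate 2. The spread of sites inside their windows narrowed less, with a ratio of 0.866 (0.798 to 0.941), and the shared variance between windows over that within windows went from 0.388 to 0.230, a ratio of 0.594 (0.361 to 0.916). With sites called from the G2B arrays alone, the ratio of shared SDs was 1.17, and after quantile normalization 0.991. It was 0.917 over the A+T-rich intergenic regions chosen without the arrays, and 0.877 with sites called in either group. With sites called in both groups it was 0.688, with loess 0.220, with normexp 0.254 and after scaling by the median absolute deviation 0.394. The ratio of the mean SDs was 0.694, but 0.934 with loess. On a linear scale of IP/input the ratio of shared SDs was 0.970, where the mean site fold was 4.29 and 5.32 in G2B and 7.92 and 6.97 in G1+15.

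Over the reported site list, weak sites gained more than strong ones, but not over other lists. The slope of the change on the G2B level, with different G2B arrays on the 2 axes, was -0.26 (95% bootstrap interval -0.32 to -0.20). It was -0.11 for the replicate 1 change on G2B replicate 2, and -0.41 for the replicate 2 change on G2B replicate 1. Both values lie outside that interval, which resamples windows on fixed arrays and leaves out variation between arrays. The G2B arrays swap between these splits too, so the gap cannot be assigned to the G1+15 replicates. The slope was 0.07 without G1+15 replicate 2, 0.01 for sites called from G2B alone, and 0.24 over A+T-rich intergenic regions chosen without the arrays.

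A pair of domains that the study names as efficient and inefficient was fixed for comparison before the data were examined. Chromosome I at 3–4 Mb held 29 sites with a mean level of 2.43 ± 0.27 in G2B and 3.00 ± 0.09 in G1+15 (SD, n = 2). Chromosome II at 2.5–3.5 Mb held 16 sites with 1.97 ± 0.26 and 2.94 ± 0.15. The chromosome I domain exceeded the chromosome II domain by 0.45 and 0.46 in the G2B arrays and by 0.02 and 0.10 in the G1+15 arrays. The difference between groups was -0.40 in all arrays and -0.40 within slide 2 (exact two-sided permutation p = 0.333, the smallest possible), larger than the spread between replicates. It was -0.08 over A+T-rich intergenic regions and -0.65 after scaling by the median absolute deviation.

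**Figure D3:**
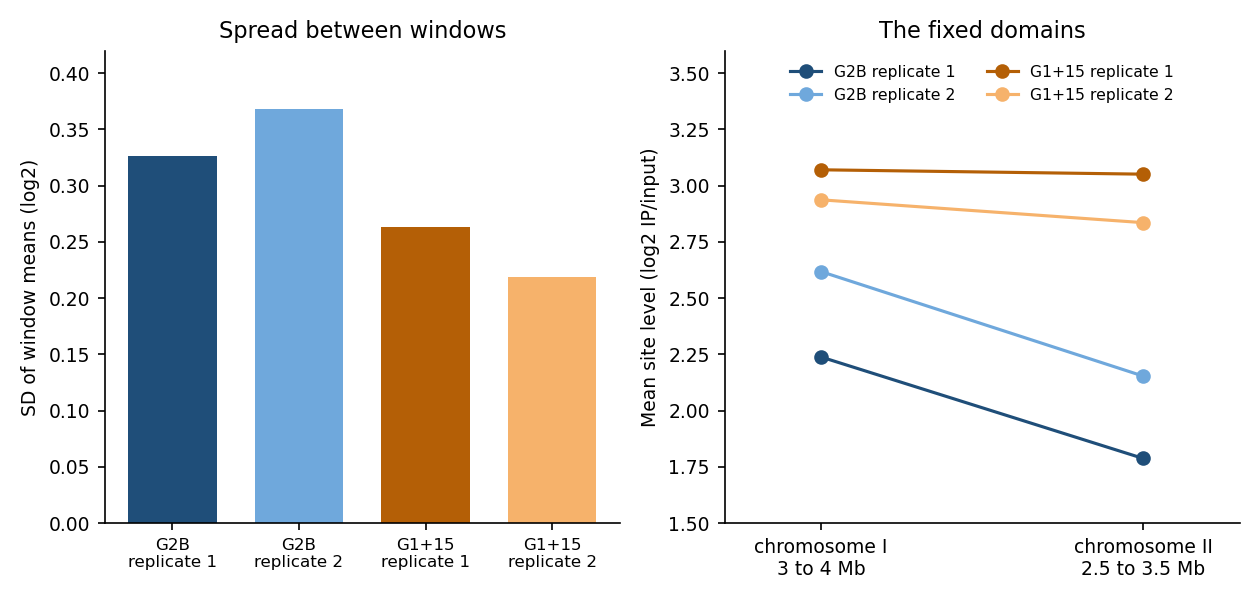
Left, the SD of window means (log2) for each array, as bars from 0. Right, the mean site level (log2 IP/input) of the fixed domains, with a line for each array: the G2B lines drop by 0.45 and 0.46 from chromosome I to chromosome II and the G1+15 lines by 0.02 and 0.10.

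The methods name 3 origins that were tested singly. At ori2004 (chromosome II 1545353–1545412, between fic1 and the stress transcription factor gene atf1), the level was 2.80 ± 0.15 in G2B and 3.35 ± 0.11 in G1+15 (change 0.55, SE 0.30, limma adjusted p = 0.12). At oriJW1072 (chromosome I 1315491–1315550, between fsv1 and tvp15) it was 1.25 ± 0.12 and 2.10 ± 0.01 (change 0.85, SE 0.30, adjusted p = 0.017, and 0.081 within slide 2), and the nearest called site was 39.7 kb away. At oriJW1088 (chromosome I 1573682–1573740, between the cell wall protein gene ecm33 and rbx1, a ubiquitin ligase subunit gene) it rose from 0.92 ± 0.05 to 2.49 ± 0.23 (change 1.57, SE 0.30, adjusted p = 2.2e-05, and 3.9e-04 within slide 2). Among all sites, oriJW1088 stood at percentile 0.647 in G2B and 22.3 in G1+15, oriJW1072 at 4.53 and 6.80, and ori2004 at 79.3 and 80.9. The lead of ori2004 over the mean of the others was 1.71 ± 0.07 in G2B and 1.05 ± 0.22 in G1+15, a change of -0.66 (exact two-sided permutation p = 0.333, the smallest possible) and of -0.70 within slide 2. After scaling by the median absolute deviation the changes at ori2004 and oriJW1072 were -2.16 and -0.51. Of 17 alternatives, the call at oriJW1088 was lost in 7, with the change still positive. The call at oriJW1072 was lost in 9 and its sign reversed in 1.

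**Figure D4:**
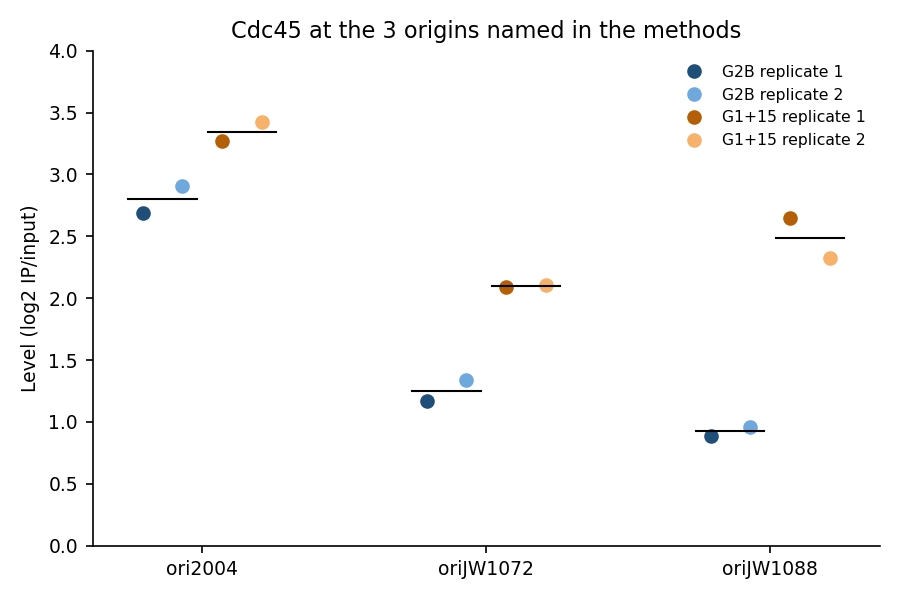
Level (vertical axis, log2 IP/input) of the 3 origins named in the methods, with a point for each array and a bar at the mean of each group. The gap between ori2004 and the others is 1.71 in G2B and 1.05 in G1+15.

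Classes of sites, with their rules fixed beforehand, were compared with all other sites by limma's camera at a preset correlation. The classes by level (lowest, middle and highest) were ranked on the mean of the same 4 arrays that are tested. Their calls are therefore not separate from the narrower spread of site levels in G1+15. Sites in the chromosome II domain gained 0.35 more than the rest (16 sites, adjusted p = 0.0014), and the 103 sites of lowest mean level 0.17 more (adjusted p = 0.0074), but -0.047 with quantile normalization, -0.10 with sites called from G2B alone, -0.73 over A+T-rich regions, -0.031 with sites called in either group and -0.013 without G2B replicate 2. Chromosome III sites changed by 0.26 less than the rest (a relative change of -0.26, 73 sites, adjusted p = 7.6e-05) and the 103 sites of highest level by a relative -0.28 (adjusted p = 3.8e-06), but 0.49 over A+T-rich regions. None of the calls held with an estimated correlation (adjusted p = 0.82). The chromosome I domain (relative change -0.07, 29 sites), sites within 100 kb of centromeres (-0.09, 14 sites), sites within 100 kb of chromosome ends (-0.11, 29 sites) and the 103 sites of middle level (0.11) did not pass. The 4 calls also passed within slide 2 (adjusted p up to 0.0078). Fry, which tests one-way movement of a class on its own, passed none (lowest adjusted p = 0.097). With loess, with the 5-probe moving mean as level, or without G1+15 replicate 2, 2 classes passed.

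Genes near sites gained signal with them. Over gene bodies, 1160 of 7577 genes were higher in G1+15 and 381 lower in limma (1914 and 1117 unadjusted), but fewer were higher than lower without centring (762 and 858) and with both channels above background (563 and 950). Within 1 kb of a site 54.5% of 693 genes were higher, at 1 to 3 kb 54.3% of 690, at 3 to 5 kb 31.9% of 611, at 5 to 10 kb 5.94% of 1262 and beyond 10 kb 3.17% of 4321, where 7.89% were lower. The largest rises were over the noncoding genes SPNCRNA.642 (-0.33 ± 0.31 in G2B and 1.60 ± 0.14 in G1+15), SPNCRNA.1562 (change 1.67), SPNCRNA.5873 (1.66) and SPNCRNA.1561 (1.64), and over ost5, an oligosaccharyltransferase subunit gene (0.20 ± 0.62 to 1.92 ± 0.09, reversed to -0.27 with normexp), each with adjusted p = 0.019 and 0.374 to 2.5 kb from a site. SPNCRNA.1562 lies within SPNCRNA.1561, and SPNCRNA.5873 is beside the same site, so their rises are not independent. The largest falls, 14.4 to 49.7 kb from any site, had IP signal at or near background in G1+15. SPNCRNA.3502, with 0 of its 2 probes well above background on either G1+15 array, was at least 1.23-fold lower (0.29 ± 0.06 to -1.31 ± 0.29). At php3, a CCAAT-binding factor subunit gene, at the snoRNA gene snoR61 and at SPNCRNA.3074, 1 of 2 probes was well above background on a single G1+15 array. The bounded folds of their falls were 1.71, 1.99 and 1.86 (limma adjusted p = 0.019, 0.020 and 0.019). These are not lower bounds, since that probe kept its own signal on the array where it was dim. SPNCRNA.6045 passed as lower (adjusted p = 0.042, reversed to 0.21 with normexp), with no fold given since its IP signal was not well above background in G1+15 nor in G2B replicate 2. No gene passed in limma within slide 2 (1506 higher and 443 lower unadjusted), nor without any one of G2B replicate 1, G1+15 replicate 1 and G1+15 replicate 2, while 701 were higher without G2B replicate 2. None passed with normexp, quantile normalization or scaling by the median absolute deviation, and centring on the lowest decile moved the median change of all genes from 0.059 to 0.50.

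Lists of strongly or periodically transcribed genes, fixed beforehand, were followed because their transcription can give signal unrelated to origins. Of 77 ribosomal protein genes 16 were higher and 2 lower, and 19 and 3 adjusted over the list alone. They included rps602 (0.60 ± 0.44 to 1.85 ± 0.18, adjusted p = 0.021) and rps27 (1.2 ± 0.39 to 2.45 ± 0.06, adjusted p = 0.020), 0.501 and 1.94 kb from sites, and rpl14, lower at 7.26 kb from one (0.03 ± 0.21 to -0.87 ± 0.003, a bounded fold of 1.46). Of 11 targets of the G1/S transcription factor MBF, the cohesin gene rad21, 0.635 kb from a site, was higher (change 0.84, adjusted p = 0.030) and the licensing factor gene cdt1, 29.0 kb from one, was lower (0.14 ± 0.05 to -1.04 ± 0.13, a bounded fold of 1.67, adjusted p = 0.019), with the same 1 and 1 adjusted over the list alone. Of 6 heat shock genes sks2 was higher (change 0.81, adjusted p = 0.039, but -0.065 after scaling by the median absolute deviation and -0.077 with normexp), and mas5 (a bounded fold of 1.32, with 2 of 5 IP probes well above background in G1+15 replicate 1) was lower adjusted over the list alone, as sks2 was higher there. The bounded folds at rpl14, cdt1 and mas5 are not lower bounds, since probes dim on G1+15 replicate 1 alone kept their own signal. Over all genes tef3, the single translation factor gene tested, did not pass in limma (change 0.69, adjusted p = 0.065; adjusted over the list alone, where a single gene leaves nothing to adjust, adjusted p = 0.017), with the opposite sign under normexp, quantile normalization and scaling by the median absolute deviation. None passed among 4 histone genes (hta1 1.22, htb1 0.68 but negative with normexp, loess, quantile normalization and scaling by the median absolute deviation, hhf2 -0.44, hht2 -0.32 but positive when centred on the lowest decile), 8 genes periodic at M/G1, 8 glycolytic genes, 2 abundant membrane or secreted protein genes and the 3 deleted cyclin genes, over all genes or adjusted over the list alone. No list of at least 2 tested genes differed from other genes in camera (adjusted p = 0.99 for each, and 0.99 with an estimated correlation). Fry's mixed test, for change in either direction, passed for histone, MBF and ribosomal protein genes (adjusted p = 0.029 for each). That test does not compare a list with other genes, of which many changed (1160 of all 7577 higher and 381 lower in limma). Its passes therefore show nothing particular to these lists.

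The signal around sites was wider in G1+15, a feature looked at only after the data had been seen. Over the 171 sites at least 15 kb from any other, the mean profile dropped midway to its baseline at 1.07 and 1.24 kb in the G2B arrays and at 2.63 and 4.05 kb in the G1+15 arrays. The difference was 2.19 kb (95% bootstrap interval over sites 1.95 to 2.41, exact two-sided permutation p = 0.333, the smallest possible) and 2.10 kb within slide 2. The interval resamples sites on fixed arrays and leaves out variation between arrays. Without G1+15 replicate 1 or 2 the difference was 2.90 or 1.48 kb, both outside the interval. Without G2B replicate 1 or 2 it was 2.10 or 2.27 kb. At 5.25 kb from the site the mean log2(IP/input) was 0.36 and 0.44 in G1+15 and -0.05 and -0.02 in G2B.

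**Figure D5:**
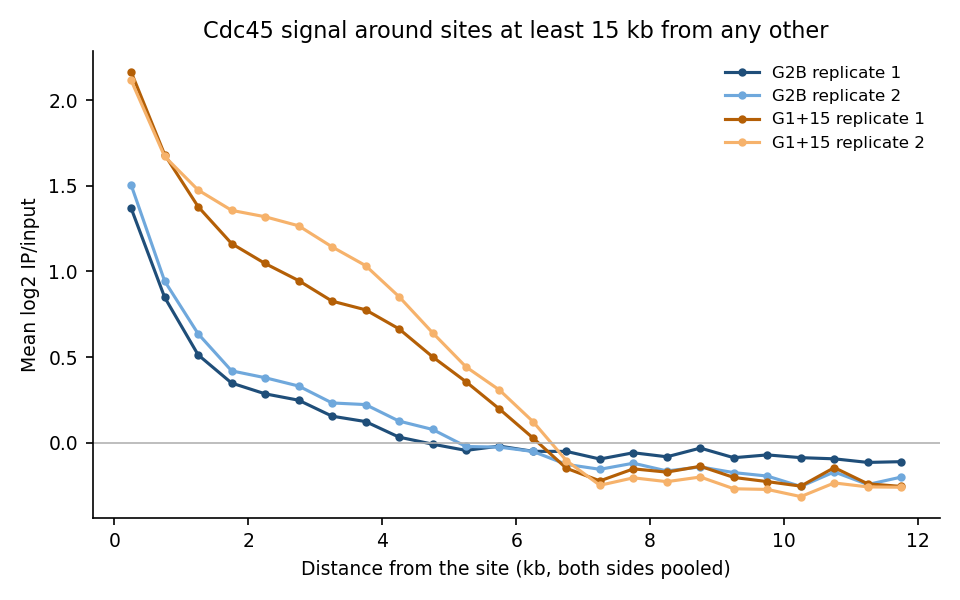
Mean log2(IP/input) (vertical axis) against distance from the site (horizontal axis, kb) over 171 sites at least 15 kb from any other, with a line for each array and both sides of the site pooled. The G1+15 lines lie above the G2B lines at 5.25 kb and both lie below them at 7.25 kb.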

Values the study reported

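For origins examined singly, the study reported a firing efficiency at ori2004 of 45% in G2B and 38% in G1+15. At oriJW1072 and oriJW1088 it gave 21% in G2B for both, and 29% and 36% in G1+15. Cells for the Cdc45 arrays were collected 30 min after release in G2B and 3 min after the end of the prolonged G1 in G1+15. Efficiencies were assigned to 670 origins, and regional averages were taken over windows of 1000 probes, or about 250 kb.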

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

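The alternatives without centring, with centring on the lowest decile, with the filter on both channels, with the crossed replicate block, with sites called in both groups or in either, without the site in the deleted cig2, and all those of the between-window over within-window ratio, were chosen after the data were seen. Where a value changed and no reason is given, the cause was not tested. The site catalogue held 208 to 337 sites under its alternatives, within 1.5 times the reported number. The contrast of the chromosome I and II domains stayed negative (-0.65 to -0.080) and so did that of ori2004 with the other origins (-2.06 to -0.35). The change at oriJW1088 stayed positive (0.10 to 2.01), as did those at the sites beside msc1 and lcl3. Their calls were lost in some alternatives, in 7 of 17 at oriJW1088 and in 7 of 25 at each of the other sites. IP signal near background, most of all on G1+15 replicate 1 (20758 of 42707 probes well above it), limits what can be said of genes far from sites.

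Division by the median absolute deviation shrinks the G1+15 arrays more than the G2B arrays by construction. It left 0 sites and 0 windows higher, 187 sites and 36 windows lower, and 0 genes higher or lower. Changes at the strong sites became -1.73 (cig2), -3.39 (chromosome I 3988521), -3.05 (SPCC622.07), -3.12 (asp1), -2.68 (atg1), -2.85 (tef3), -2.97 (tre1) and -2.99 (rlp1). At sites of large rise they became -0.29 (pmc1), -0.022 (fap2), -0.073 (mcm7), -0.32 (chromosome I 4408813) and -0.089 (rpl3703), at ori2004 -2.16, at oriJW1072 -0.51 and at sks2 -0.065. Windows of largest rise went to -0.73, -0.92, -0.98, -1.37 and -0.91, in the order of chromosome I 2.05–2.33, II 2.96–3.25, II 3.54–3.82, I 2.62–2.90 and I 0.32–0.60 Mb. Those of smallest rise went to -2.26, -2.17, -2.02, -1.88 and -1.69, from chromosome III 1.5–1.77 to I 5.28–5.57 Mb in the order of the report. The ratio of mean SDs was 0.391, the between-window over within-window ratio 0.862, the domain contrast -0.65, the origin contrast -2.06 and the relative change near chromosome ends 0.33, and 2 gene lists passed.

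With normexp 15 sites were shared between groups, 0 sites, 0 windows and 0 genes were higher and 0 genes lower. Window changes were -0.13, -0.67, -0.37 and -0.26 at chromosome I 2.05–2.33, II 3.54–3.82, I 2.62–2.90 and I 0.32–0.60 Mb. The ratio of mean SDs was 0.572, the origin contrast -1.55, the relative change near ends 0.29, and changes at ost5, SPNCRNA.6045 and sks2 were -0.27, 0.21 and -0.077. With loess 0 sites and 0 windows were higher, 2 classes passed, 340 genes were higher and 139 lower, the ratio of mean SDs was 0.934, the origin contrast -1.16 and the change at the cig2 site -0.039. Quantile normalization gives every array the same distribution. It left 0 sites and 3 windows higher, 1 window lower and 0 genes higher or lower. The ratios were 0.991 (shared SDs), 0.964 (mean SDs) and 0.847 (between over within windows), the slope -0.083, the domain contrast -0.34, the origin contrast -0.39 and the relative change of the weakest sites -0.047. Without centring 762 genes were higher and 858 lower. Centred on the lowest decile, 0 sites, 0 windows and 168 genes were higher and 0 genes lower, although the mean change over sites was 1.08, against 0.64 as reported.

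Restricted to probes well above background in both channels, 8 sites, 1 window and 563 genes were higher and 950 genes lower, and the change over cig2 was -0.48. With the input filter, changes were -1.09 at the cig2 site, -0.97 over puc1 and -0.84 over cig1, where input is nearly absent. Keeping outlier spots gave a between-window over within-window ratio of 0.669. With the mean of 7 probes 266 sites were higher, the domain contrast was -0.32 and the origin contrast -0.38. With the 5-probe moving mean, 242 sites were higher, 2 classes passed and the origin contrast was -0.35. On a linear scale, where an equal relative spread gives larger SDs at higher levels, the ratios were 0.970 (shared SDs) and 0.990 (mean SDs). With at least 1 probe per gene 191 genes were lower.

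Over A+T-rich intergenic regions 215 were higher and 23 lower, the ratios were 0.917 (shared SDs) and 0.912 (mean SDs), the slope was 0.24, the domain contrast -0.080, and the relative changes of the weakest and strongest regions -0.73 and 0.49. With sites called from G2B alone 1 site was lower and 21 windows higher, the ratios were 1.17 (shared SDs), 1.04 (mean SDs) and 1.08 (between over within windows), the slope 0.012, the domain contrast -0.31 and the relative change of the weakest sites -0.10. Sites called from G1+15 alone gave 0.530 (mean SDs) and a domain contrast of -0.46. Sites called in both groups gave 70 higher, a domain contrast of -0.32 and ratios of 0.688 (shared SDs) and 0.713 (mean SDs). Without the site in cig2, 136 sites and 34 windows were higher and the ratio of shared SDs was 0.637. Sites called in either gave 1 lower, ratios of 0.877, 0.853 and 0.688 in the same order, a domain contrast of -0.46 and a relative change of the weakest sites of -0.031. A site list of 1% false discovery share gave a between-window over within-window ratio of 0.654. Windows of 500 and 2000 probes gave 49 and 20 windows higher and ratios of 0.688 and 0.534.

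Leaving out 1 array at a time, with the lone array of a group assumed to vary like those of the other, 0 to 188 sites and 0 to 40 windows were higher, 0 to 701 genes higher and 0 to 264 lower. The ratio of mean SDs was 0.565 to 0.874, the slope -0.41 to 0.071 (positive without G1+15 replicate 2), the domain contrast -0.46 to -0.35 and the number of classes 2 to 5. The change at the cig2 site was -0.25 (without G2B replicate 1) to 2.67, and the relative change of the weakest sites -0.013 (without G2B replicate 2) to 0.30. Ratios of shared SDs cannot be had without a replicate, nor the slope without a G2B replicate, nor the between-window over within-window ratio with normexp.

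Slide as a block gave 59 sites and, in limma, 0 genes higher and 0 lower (1506 and 443 unadjusted), and -0.25 at the cig2 site. The replicate numbers pair arrays across groups only by label, and differences between replicates of the groups correlated by 0.04 over sites, -0.26 over windows and 0.11 over probes. With a replicate block 101 sites, 25 windows and 1345 genes were higher and 590 genes lower, and with the crossed replicate block 42 windows were higher.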

Other observations

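The tests on the spread between regions and on the level of sites were chosen only after the results were seen, and the 3 tests on the width of the signal before their results.

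The narrower spread between regions in G1+15 held within slide 2, where the mean SD of G1+15 was 0.655 times that of G2B replicate 2, which argues against the slide of G2B replicate 1 as its whole cause, as far as a single G2B array can. Whether it comes from a site list weighted to sites strong in G1+15 cannot be told apart. The ratio of shared SDs was 1.17 with sites called from G2B alone and 0.688 with sites called in both groups. It was 0.917 over A+T-rich regions chosen without the arrays, and 0.877 with sites called in either group. Nor can a compression of high log ratios on the G1+15 arrays be told apart. The narrowing was absent after quantile normalization (0.991), which would also remove a real one. By the shared SDs it was greater with loess (0.220), normexp (0.254) and scaling by the median absolute deviation (0.394), which shrinks the G1+15 arrays most by construction. By the mean SDs it was nearly absent with loess (0.934, against 0.694 as reported). The contrast of the chromosome I and II domains was -0.34 after quantile normalization and -0.31 with sites called from G2B alone, but only -0.080 over A+T-rich regions chosen without the arrays. A redistribution of Cdc45 by the longer G1 stays open. The domain and origin contrasts kept their sign under each alternative run but cannot reach a low p with 2 arrays against 2. All alternatives draw on the same arrays, and a compression of high log ratios would give the same sign. The kept sign is therefore not separate support. The paper picked the named origins as representative: an efficient origin, and inefficient origins that become more efficient in G1+15. By quantitative PCR it reports similar Cdc45 binding to all of them in G1+15, and it reports regional efficiency profiles that follow Cdc45. Neither was examined here.

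The mean change over sites of 0.48 within slide 2 argues against the slide of G2B replicate 1 as the whole cause of the higher level at most sites in G1+15, although the G2B arm there is a single array whose own spread is not measured. The 266 sites higher with the mean of 7 probes argue against noisier probes raising the highest of 7. A wider scale of the log ratios on the G1+15 arrays cannot be told apart from a higher level: scaling by the median absolute deviation left 187 sites lower and 0 higher in limma (128 higher and 0 lower as reported), but this outcome follows from the deviations and the site levels themselves. More Cdc45 bound at sites in G1+15 stays open as an untested hypothesis.

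The signal reached farther from sites in G1+15. The lower of the G1+15 distances exceeded that of G2B replicate 2 by 1.39 kb within slide 2, which with that single array argues against the slide as the whole cause. Over probes well above background in both channels 0.907 of the difference was kept. That filter keeps probes by their IP signal on the same arrays, so it cannot settle whether dim IP spots play a part. Longer DNA fragments in the G1+15 samples cannot be told apart from it by these arrays. The paper's methods describe sonication to fragments shorter than the G1+15 distances, but no value here measures the fragment length of each sample. Far from sites, the correlation of probes 2 to 4 kb apart was 0.17 and 0.41 in G1+15 and 0.12 and 0.04 in G2B. The lowest gap of 0.056 met the condition set beforehand for longer fragments, but was smaller than the spread between replicates. A biological cause was not tested, and no value here measures how far the cells of each group had gone into S phase.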
